A study of Mus musculus with 1479 samples. Its data were reported in "Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination" (2020).

How the data were processed

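Single cells were taken from the urinary bladder of adult male mice of 10 to 20 weeks. Cells came from 4 reporter lines, in which a fluorescent protein marks cells that use the Acta2, Cspg4, Pdgfra or Pdgfrb gene, and from C57BL6 mice without a reporter. Each cell was sorted into 1 well of a plate that already held ERCC spike-in RNA, a set of 92 artificial transcripts added in the same amount to every well. Libraries were made with Smart-seq2, which amplifies full-length cDNA and carries no molecular identifiers, so reads of 1 molecule cannot be told from reads of another. Each sample of the series is 1 cell, and its label gives the plate, the mouse line and a cluster number from 1 to 11 that the authors had assigned from the same expression values.

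The values are raw read counts per gene and cell, as deposited by the authors in 1 table of 46517 gene rows, 92 ERCC rows and 1479 cells. According to the study's methods, adapters were trimmed with trim galore, single reads were mapped to the mouse genome GRCm38 with TopHat2, reads the methods call doublets were removed with samtools, and the remainder was counted per gene with featureCounts. The methods state no annotation release and no strand setting for the counting, so genes on opposite strands that overlap can share reads. Whether the removed reads were duplicates with the same start position is not stated. A limit on reads per exon base, which such a removal would set, is measured in the results. The authors also removed cells with few reads or genes, with many genes, or with high spike-in or mitochondrial shares. The deposited counts fit these filters: totals started at 50276 reads, genes per cell ran from 1524 to 9885, the highest ERCC share was 6.85% and the highest mitochondrial share 6.37%. Of the gene rows, 17166 held no read in any cell, and 14586 had a count above 20 in at least 3 cells and at least 300 in all. The study further kept cells with Pdgfra or Pdgfrb expression, yet 41 cells had no read of either gene in the table. No pair of cells had identical counts, and 0 columns were left without a sample.

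Gene symbols and coordinates came from GENCODE release M21 for GRCm38, which covered 46005 of the gene identifiers. The other 512 kept their identifiers. As a check of the labels, 1191 cells had a read of at least 1 of 4 Y-linked genes and 30 had an Xist read, with 84 such reads at most in a cell.

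The labels name no animal, and the study also used combined reporter strains, so the independence of the lines is an assumption. The line served as the unit on that assumption, and counts were summed per line and class of cells. A line entered a comparison when it had at least 3 cells in both classes. The line coincides with the sort and in part with the plate, so a difference between lines has no single source. According to the study's methods, elastase was also added to the digestion when Acta2-positive cells were taken from Acta2GFP mice. Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on these sums (TMM scaling, filterByExpr, quasi-likelihood test) with the line as a block, because sums from 1 line come from the same mice and plates. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 2 for clusters 10 and 5, and of at least 1 for the other clusters. Since the clusters were made from the same values, the tests are no independent evidence for the clusters. They describe how far a difference repeats over lines, except for clusters 2, 4, 9 and 11. There the edgeR p of the genes selected by the naming rule lay close to a normal p of fold change over SE. A gene's own spread between lines thus hardly entered those 4 tests. Levels are reads per 500000 endogenous reads of a cell, averaged over the cells of a line and then over lines with the SD between lines.

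Shares of cells with a read were taken after each cell had been thinned at random to 50000 endogenous reads, which left out 6 shallower cells. Intervals of shares are exact Clopper-Pearson 95% intervals, and the limit set by a count of 0 is 3 counts. Both cover counting error only, as reads and sorted cells are not independent molecules or animals. A fold against a class with no read was computed against a floor of 3 reads over the whole class. Similarity was the mean pairwise Pearson correlation of log2(CPM + 1) between thinned cells over genes above a mean CPM of 1, compared over lines by an exact sign-flip permutation test. Gene families were fixed by symbol prefix. For each, the median share of variance between fibroblast clusters was set against 10000 random gene lists of the same size drawn from 20 bins of mean expression. Permutation tests on cells drew 100000 permutations with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. DESeq2 1.42.0, limma 3.58.1, scikit-learn 1.9.0, pandas 2.3.3 and matplotlib 3.10.9 were used for alternatives, tables and plots.

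The genes named in the text follow a rule: the genes the study's text names for these cells, the 10 called genes with the largest fold change in each direction and the same sign in every line for clusters 10 and 5, and up to 3 such genes for each other cluster. The design, this rule, the marker lists, the gene families and most alternatives were fixed before the data were examined. The alternatives were median-of-ratios size factors, DESeq2, no filter on low counts, a minimum of 10 cells, sums per plate and line, no block, limma on mean log2(CPM + 1), thinned cells, no fold threshold, clusters without cluster 4, groups rebuilt by k-means on a random part of the genes, the study's count and ratio criteria without a test, and leaving out each line in turn. Equal cell numbers in both classes, sums scaled to put the median gene at 0, cell pairs within plates and centring within plates were added after the data were seen.

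The edgeR step was tested on simulated data with the real means and library sizes and 200 changed genes. The changed genes were drawn from those above a mean CPM of 10, and every planted log2 change lay above the threshold of 2. Recovery of smaller changes or of genes with fewer reads was not tested. A recovery of 50% had been set as the level to reach. With 1 dispersion for all genes edgeR recovered 20.0% of the changed genes in the simulation of cluster 10 (16329 genes) and 25.5% in that of cluster 5 (16646 genes), below that level. A simulation with dispersions that follow the trend with expression was added after this result, and gave 48.5% (16241 genes) and 59.5% (16400 genes). The level was reached only in the last of these, and the test was kept because every recovered gene had the right sign and false calls were few: 0% of the calls with 1 dispersion in both simulations, and 1.02% and 3.25% with the trend. A gene left uncalled is therefore no evidence of an equal level. On the same simulated counts DESeq2 recovered between 76.5% and 86.0%, but between 44.5% and 50.8% of its calls were unchanged genes, so its counts are given as an alternative only. TMM left the median unchanged gene of the simulations between -0.36 and -0.30 on the log2 scale, so fold changes are also set against the median gene.

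Data of the other organs of the study, images and in situ data were not analysed here. Doublets were not called again, as the authors had removed cells with many genes. Marker lists for contaminating cells were applied as a check, with the results among the closing observations.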

Results

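The data were whole-transcriptome read counts of single cells from the mouse urinary bladder, each made into its own Smart-seq2 library. The cells fell into 11 clusters. The study described cluster 10 as vascular mural cells, that is pericytes and smooth muscle cells wrapped around vessels, and cluster 5 as fibroblasts beneath the bladder epithelium, while the other clusters were taken as fibroblasts, with cluster 4 left undefined among them. Cluster 10 held 125 cells, cluster 5 held 76 cells and the other 9 fibroblast clusters held 1278 cells. By mouse line, 129 cells came from Acta2GFP, 190 from C57BL6, 203 from Cspg4dsRED, 147 from PdgfraGFP and 810 from PdgfrbGFP mice, on 6 plates.

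Total reads per cell, spike-ins included, ranged from 50276 to 1446059 with a median of 214893. The median depth was 142819 reads in Acta2GFP, 293659 in C57BL6, 142832 in Cspg4dsRED, 120376 in PdgfraGFP and 280414 in PdgfrbGFP cells. Genes detected per cell had a median of 4767 over all cells, with medians between 2846 in Cspg4dsRED and 6898 in PdgfrbGFP cells. Cluster 10 had a median of 130406 reads, while the medians of the fibroblast clusters ran from 110330 in cluster 4 to 306896 in cluster 6. Lines and classes thus differed in depth, so shares of cells with a read were compared at an equal number of reads per cell.

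The counts of abundant genes were limited at the top. Of 7721974 pairs of a gene and a cell with at least 1 read, 5129 had more than 1 read per exon base and 1 had more than 2, the small gene Gm22133 at 2.05 reads per base. For genes with a median of at most 0.05 reads per exon base, reads rose about in proportion to the depth of the cell, with median slopes on the log2 scale between 1.05 and 1.33 in 4 groups of cells. Above 0.5 reads per exon base the median slopes were 0.118, 0.209, 0.348 and 0.513. Levels of genes in this range, among them Acta2 in cluster 10 at a median of 0.648 reads per base and a highest value of 0.961, are therefore lower estimates and their fold changes are compressed.

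**Figure D1:**
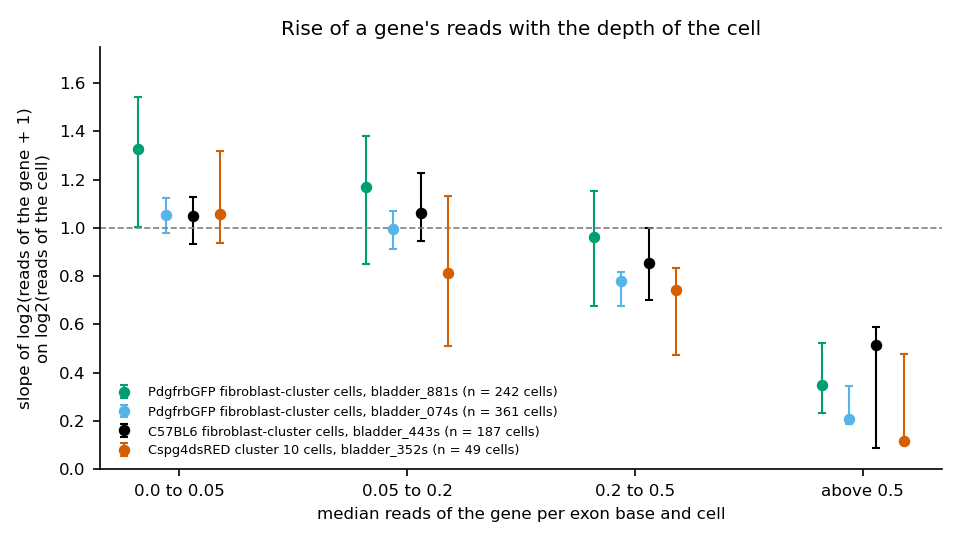
Slope of log2(reads of a gene + 1) on log2(reads of the cell) against the median reads of the gene per exon base, for 4 groups of cells from single plates. Points are medians over genes, bars span the quartiles and the dashed line marks proportional growth; above 0.5 reads per base the medians lay between 0.118 and 0.513.

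Fibroblast-cluster cells carried a few reads of mural genes, and their number depended on the position in the plate. Among cells with no cluster 10 cell in their row or column 21% had at least 1 Myh11 read before thinning (95% interval 17.6% to 24.7%, 110 of 524 cells). With 1 to 4 such neighbours the share was 48.0% (44.2% to 51.8%, 324 of 675 cells), and with 5 or more it was 71.0% (63.1% to 78%, 110 of 155 cells). All 6 plates had both kinds of well, and the order held within each: for cells without and with a cluster 10 cell in the row or column the shares were 22.2% against 60.7% on bladder_074s, 25% against 42.5% on bladder_352s, 8.33% against 16.4% on bladder_443s, 12.5% against 41.4% on bladder_515s, 28.4% against 35.6% on bladder_689s and 37.1% against 88.3% on bladder_881s. On bladder_352s and bladder_515s only 8 and 16 cells had none, and the difference within single plates was not tested. A single Myh11 read in a fibroblast is thus not distinguishable from this background.

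**Figure D2:**
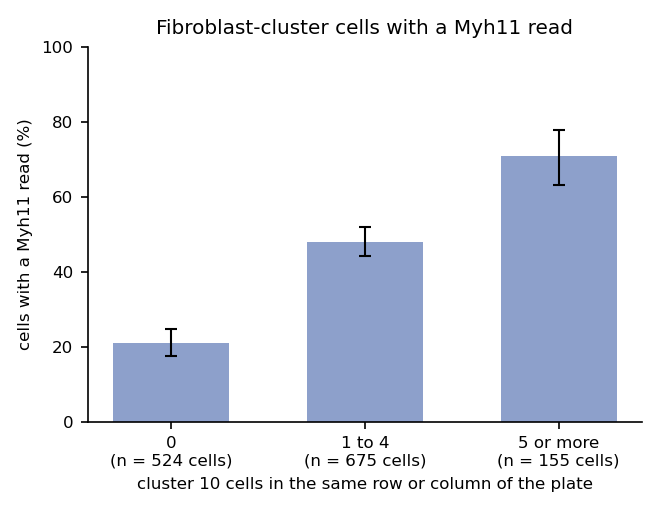
Share of fibroblast-cluster cells with at least 1 Myh11 read by the number of cluster 10 cells in the same row or column of their plate. Bars are shares of all such cells and error bars exact 95% intervals; the share was 21% with no such cell, 48.0% with 1 to 4 and 71.0% with 5 or more.

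The first question was which cells each line contributed. Cluster 10 made up 32.0% of Cspg4dsRED cells (exact 95% interval 25.7% to 38.9%), 9.30% of Acta2GFP cells (4.90% to 15.7%), 5.56% of PdgfrbGFP cells (4.08% to 7.36%) and 1.58% of C57BL6 cells (0.327% to 4.54%). In PdgfraGFP it was 0 of 147 cells, which allows a share of up to 2.48% by the same interval. Plates of 1 line differed by more than these intervals. The share was 27.7% on bladder_352s and 61.5% on bladder_689s for Cspg4dsRED, and 1.1% on bladder_074s, 11.5% on bladder_515s and 7.63% on bladder_881s for PdgfrbGFP. Since the sort differed between lines, these shares describe the captured cells. Clusters 9 and 11 came mostly from 1 plate and line: 93.4% of the 91 cells of cluster 9 from Cspg4dsRED on bladder_352s and 84.3% of the 51 cells of cluster 11 from Acta2GFP on bladder_515s.

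**Figure D3:**
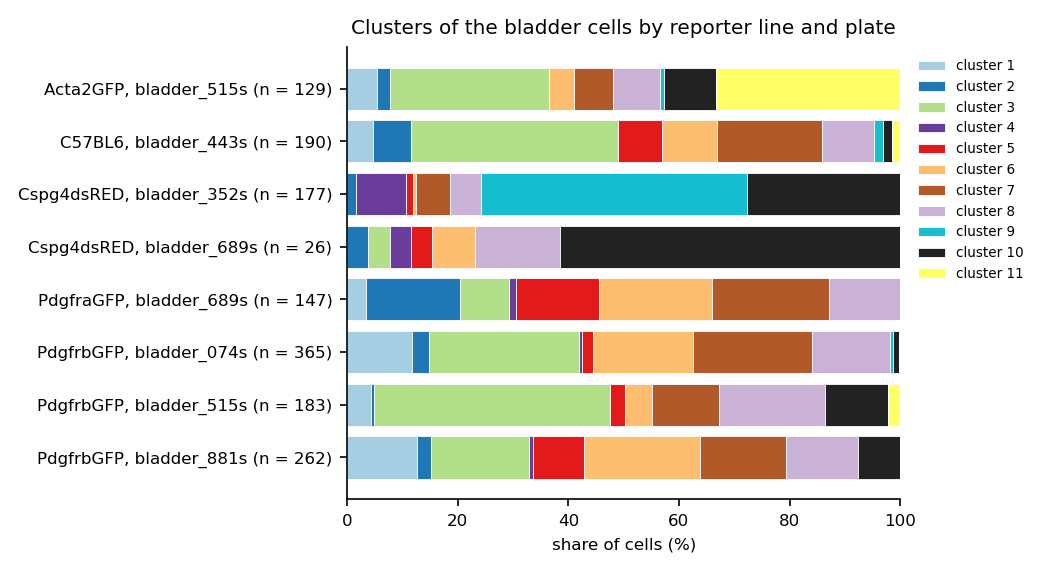
Share of cells in each of the 11 clusters (%, horizontal axis) for every combination of mouse line and plate, with the number of cells. Cluster 10 took 61.5% of the Cspg4dsRED cells on bladder_689s and 0% of the PdgfraGFP cells on the same plate.

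The next question was which genes separate mural cells from fibroblasts. Sums of cluster 10 were compared with sums of the fibroblast clusters over 4 lines (Acta2GFP, C57BL6, Cspg4dsRED and PdgfrbGFP, 125 against 1207 cells). Of 16092 tested genes 997 were called by the edgeR quasi-likelihood test, 350 higher and 647 lower in cluster 10. By ratio the count moved most under the count and ratio criteria without a test, which 249 genes met, and by number with DESeq2, which called 2987 genes, among them 971 of the 997. Leaving out Acta2GFP gave 557 genes, leaving out Cspg4dsRED 448 and leaving out PdgfrbGFP 513. The median log2 fold change of all tested genes was -0.93 with TMM and -0.70 with median-of-ratios scaling. When the sums were scaled to put the median gene at 0 and fitted again, edgeR called 778 genes, 537 higher and 241 lower, with 591 of the 997 among them. This scaling moves all fold changes up together, which by itself favours higher calls. More genes stayed lower with median-of-ratios scaling (489 higher, 956 lower), DESeq2 (835 and 2152) and limma (365 and 771). Among these fits the direction therefore turned only when the median gene was put at 0.

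Of the 21 genes the study's text names for this contrast, 18 were called over all genes, 9 higher and 9 lower, and 20 had an adjusted p under 0.05 when adjusted over the list alone. The study named these genes with these cells among its data, so the second count is not independent evidence. All 18 also passed both thresholds with the median gene at 0. Acta2 (smooth muscle actin alpha, chromosome 19, 34241090 to 34255590, minus strand, GRCm38, like all coordinates here) stood at 4792 ± 1187 normalised reads in cluster 10 and 76.8 ± 17.8 in fibroblasts (mean ± SD, n = 4 lines), a log2 fold change of 5.69 (SE 0.26, edgeR adjusted p 5.2e-11), higher in 4 of 4 lines. Myh11 (chromosome 16, 14194535 to 14291372) differed by 9.15 (SE 0.46, edgeR adjusted p 1.3e-10), with 1831 ± 389 against 3.45 ± 2.13 normalised reads. Fibroblast levels of Myh11, Mcam, Notch3 and Rgs5 include reads that followed the plate layout, so their fold changes are limited by that background. Among the fibroblast clusters Myh11 stood highest in cluster 5, at 35.4. Mcam, Notch3, Rgs5, Tagln, Cspg4, Des and Kcnj8 were also higher in 4 of 4 lines, with log2 fold changes from 4.90 for Des to 9.78 for Mcam and edgeR adjusted p from 1.26e-08 for Tagln to 0.0167 for Kcnj8. The Kcnj8 call was lost without C57BL6 (edgeR adjusted p 0.0896) and with sums per plate and line (edgeR adjusted p 0.0634). By plate, Kcnj8 was lower in the 4 cluster 10 cells of PdgfrbGFP on bladder_074s (log2 difference -2.25). The other groups of plate and line gave 1.31 to 8.60. Pdgfra (chromosome 5, 75152292 to 75198215) fell by 5.92 on the log2 scale (SE 0.70, edgeR adjusted p 1.14e-05), from 310 ± 69.3 to 6.14 ± 4.23 normalised reads, and was lower in 4 of 4 lines. Cd34, Fbln2, Loxl1, Lum, Fbln1, Col5a1, Col1a1 and Col1a2 were likewise lower in 4 of 4 lines, with log2 fold changes from -5.88 for Cd34 to -3.19 for Col1a2.

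The remaining 3 genes of the list were not called. The study itself reported that its cross-organ short-list of fibroblast markers lacked S100a4 and that of mural markers lacked Pdgfrb and Anpep. Pdgfrb was higher in 4 of 4 lines by 0.97 (SE 0.43, edgeR adjusted p 0.192), or 1.90 with the median gene at 0 (edgeR adjusted p 0.00587, still under the fold threshold, in a range of 0.00587 to 0.623 over the alternatives), at 445 ± 167 against 192 ± 56.9 normalised reads. Anpep was lower in 4 of 4 lines by -5.12 (SE 1.54), with an edgeR adjusted p of 0.0511. It was under 0.05 with median-of-ratios scaling (0.0337), DESeq2 (2.43e-05), sums per plate and line (0.00881) and limma (0.00175), but not with the median gene at 0 (0.126) or with any line left out (0.0776 to 0.203). S100a4 was not called, with 0.27 (SE 1.2, edgeR adjusted p 0.940), and its sign turned without Cspg4dsRED (-0.20) or without PdgfrbGFP (-0.27). It was higher in 3 of 4 lines, with log2 differences from -1.90 in C57BL6 to 2.07 in PdgfrbGFP. With this spread an equal level is not shown.

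**Figure D4:**
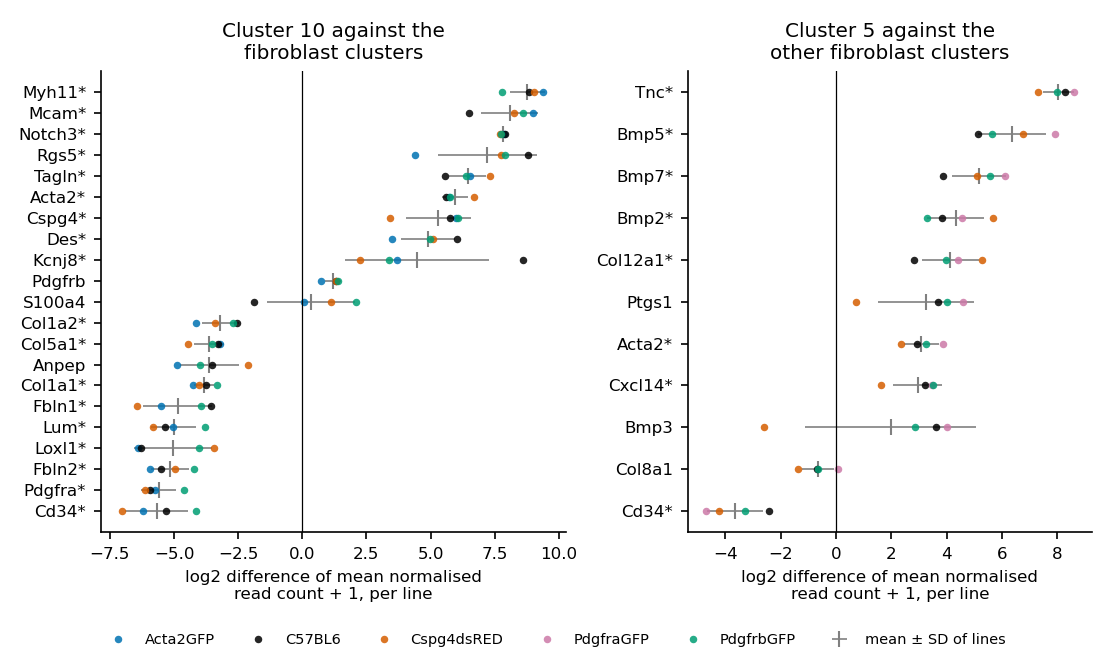
Log2 difference of mean normalised read count + 1 between cluster 10 and the fibroblast clusters (left) and between cluster 5 and the other fibroblast clusters (right) for the genes the study names. Coloured points are lines, grey bars mean ± SD over 4 lines and an asterisk marks genes called by edgeR, 18 on the left and 8 on the right; Acta2 spans 5.61 to 6.69 on the left.

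Among the called genes with the largest increase in cluster 10 was Lhcgr (chromosome 17, 88716481 to 88791990, minus strand), with 400 reads in cluster 10 and 0 in the fibroblasts, hence at least 2317-fold higher (edgeR adjusted p 0.00155, 4 of 4 lines). Higd1b differed by 10.75 (SE 1.47, edgeR adjusted p 6.57e-05) and Cdh6 by 10.74 (SE 1.79, edgeR adjusted p 0.000641), both in 4 of 4 lines. The 10 called genes with the largest decrease all had 0 reads in cluster 10. Their bounds ran from at least 21.4-fold lower for Gm43791 to at least 51.5-fold lower for Rab19 (chromosome 6, 39381175 to 39390380), and their edgeR adjusted p lay between 0.0342 and 0.0485. None of these 10 kept an adjusted p under 0.05 without C57BL6, without Cspg4dsRED or without PdgfrbGFP: for Rab19 it became 0.109, 0.0818 and 0.127. With the median gene at 0 none of the 10 did either, with adjusted p in edgeR from 0.0504 to 0.0765. Levels were low, at 1.45 to 4.21 normalised reads in fibroblasts.

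The study also asked whether single genes tell the classes apart. After thinning to 50000 reads per cell, 34.4% of cluster 10 cells (95% interval 26.1% to 43.4%) and 93.0% of fibroblast-cluster cells (91.5% to 94.3%) had a Pdgfra read, and 47.2% and 96.5% before thinning. With at least 10 reads the shares were 0 of 125 cluster 10 cells, which allows up to 2.40% by the limit of 3 counts, and 72.2% of fibroblast-cluster cells. An Rgs5 read was found in 48.0% (39.0% to 57.1%) of cluster 10 cells and 5.34% (4.20% to 6.68%) of fibroblast-cluster cells, and at least 10 reads in 31.2% and 0.148%, against 55.2% and 15.1% of cells before thinning with at least 1 read. Kcnj8 reads, a pericyte marker, occurred in 27 of 125 cluster 10 cells (21.6%) and 3.86% of fibroblast-cluster cells, and 17 of these 27 cells also had an Rgs5 read. All 125 cluster 10 cells had at least 10 Acta2 reads, so this cut did not divide them. It cannot show whether Acta2 levels do, as the median count before thinning was 1367 reads in PdgfrbGFP cluster 10 cells. Median depth before thinning was 130406 reads in cluster 10. No plate background was measured for Pdgfra or Kcnj8, so a single read of either need not mean expression. Kcnj8 had 2586 reads in cluster 10 and 2313 in the fibroblast clusters.

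The study described mural cells as more uniform than fibroblasts. Thinned cluster 10 cells correlated at a mean Pearson r of 0.323 ± 0.048 and fibroblasts at 0.378 ± 0.031 (SD, n = 4 lines) over 14695 genes. The difference of -0.0557 ± 0.0398 was below 0 in 4 of 4 lines, with a two-sided exact sign-flip permutation p of 0.13, the smallest that 4 lines allow. Over the 1000 most variable genes the sign turned, to 0.134 above the fibroblasts in 4 of 4 lines. These genes were ranked by variance over all cells, most of them fibroblast-cluster cells, which favours genes that vary among fibroblasts. Over them the correlation was 0.0842 for fibroblasts and 0.218 for cluster 10. The order of the classes thus depended on the genes used, and the reversal cannot show which class is more uniform.

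For the sub-epithelial fibroblasts, sums of cluster 5 were compared with those of the other fibroblast clusters over 4 lines (C57BL6, Cspg4dsRED, PdgfraGFP and PdgfrbGFP, 76 against 1161 cells). The edgeR test called 123 of 16145 genes, 48 higher and 75 lower. DESeq2 moved this most, to 1402 genes (311 higher and 1091 lower) that included 122 of the 123. Without Cspg4dsRED, which has 3 cluster 5 cells, edgeR called 207 genes. The median log2 fold change of all genes was -0.77 with TMM and -0.66 with median-of-ratios scaling, and with the median gene at 0 edgeR called 148 genes, 105 higher and 43 lower, with 91 of the 123 among them. Of the 11 genes the study names, 8 were called over all genes, 7 higher and 1 lower, and all 11 had an adjusted p under 0.05 when adjusted over the list alone, without the fold threshold, again a list chosen on these cells. Tnc (tenascin C, chromosome 4, 63959785 to 64047015, minus strand) stood at 605 ± 430 against 1.0 ± 0.892 normalised reads, a log2 fold change of 9.77 (SE 0.50, edgeR adjusted p 6.55e-06), higher in 4 of 4 lines. Tnc reads outside cluster 5 also followed the plate layout, so its fold change is limited by that background. Cd34 (chromosome 1, 194938819 to 194961279) was lower in 4 of 4 lines by -3.90 (SE 0.41, edgeR adjusted p 0.000878). Bmp5, Bmp7, Bmp2, Col12a1, Acta2 and Cxcl14 were higher in 4 of 4 lines, from 3.00 for Cxcl14 to 6.85 for Bmp5. Of these, Bmp2 (4.48, edgeR adjusted p 0.0324) lost its call without PdgfraGFP (0.232) or PdgfrbGFP (0.140). Ptgs1 (3.76, SE 1.11, edgeR adjusted p 0.178) and Bmp3 (2.67, SE 1.13, edgeR adjusted p 0.330) were not called over all genes, and both were called without Cspg4dsRED, at 0.00793 and 0.00910. Ptgs1 was higher in 4 of 4 lines, while Bmp3 was higher in 3 of 4 and lower in Cspg4dsRED (log2 difference -2.60). Over all alternatives their adjusted p ran from 9.55e-05 to 0.455 and from 0.000132 to 0.825. Col8a1 was not called at -0.97 (edgeR adjusted p 0.270), or -0.20 relative to the median gene. The study's text names it for a similar pattern in colon and bladder, not as enriched in the sub-epithelial cells.

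Largest among the other increases were Mc5r at 9.31, Dkk2 at 8.82 and Car3 at 8.65 (edgeR adjusted p 0.00764, 0.000491 and 0.000177). Within the 10 largest, 8030451A03Rik overlaps Tnc and Gm26903 overlaps Bmp5, each on the opposite strand, so their reads cannot be assigned with certainty. The largest decreases were Pianp (-6.86), Adamtsl2 (-6.66) and Pcolce2 (-6.49), all in 4 of 4 lines.

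By cells, 86.8% of cluster 5 (95% interval 77.1% to 93.5%) and 7.78% of the other fibroblasts (6.37% to 9.39%) had a thinned Tnc read, and 81.6% and 0 of 1272 cells had at least 10, the latter allowing up to 0.236%. Before thinning the shares with a read were 89.5% and 24.5%. Cd34 was read in 86.8% of cluster 5 and 99.2% of the others, and with at least 10 reads in 26.3% and 97.0%. A cell with Tnc and without Cd34 reads was found 10 times among the 76 cells of cluster 5 (13.2%, 6.49% to 22.9%) and in 0 of the fibroblast-cluster cells outside it, while 56 cluster 5 cells had reads of both. No plate background was measured for Cd34, and 68.8% of cluster 10 cells also had a Cd34 read, so a single read need not mean expression.

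The other fibroblast clusters were each compared with the rest of them, leaving out clusters 5 and 10, to count genes that set a cluster apart in several lines. At an absolute log2 fold change of at least 1, edgeR called 7 genes for cluster 1, 1 for cluster 2, 1 for cluster 3, 102 for cluster 4, 4 for cluster 6, 67 for cluster 7, 3 for cluster 8, 6 for cluster 9 and 3 for cluster 11. Clusters 4 and 9 had 2 usable lines, cluster 11 had 3 and the others 4 or 5. For clusters 2, 4, 9 and 11 a gene's own spread between lines hardly entered the test, so these calls do not measure repetition over lines. The counts at an unadjusted edgeR p under 0.05 were, in the same order, 1498, 3607, 1005, 512, 1465, 1676, 1465, 170 and 769, and DESeq2 called 553, 2179, 196, 87, 472, 807, 785, 4 and 36. Of the edgeR calls, DESeq2 also made 3 of 7, 1 of 1, 1 of 1, 40 of 102, 3 of 4, 64 of 67, 3 of 3, 1 of 6 and 0 of 3 in the same order. Cluster 2 moved most, from 1 to 2179. Leaving out 1 line changed these small counts by more than 1.5-fold in most clusters. Without Acta2GFP edgeR called 11 genes for cluster 1, 4 for cluster 2, 0 for cluster 3, 1 for cluster 6, 1 for cluster 8 and 1 for cluster 11. Without C57BL6 it called 11 for cluster 1, 0 for clusters 2, 3 and 11, 8 for cluster 6, 21 for cluster 7 and 1 for cluster 8. Without Cspg4dsRED it called 2 for cluster 6 and 1 for cluster 8. Without PdgfraGFP it called 3 for cluster 1, 0 for clusters 2 and 3, 7 for cluster 6 and 24 for cluster 7, and without PdgfrbGFP 0 for clusters 2, 3 and 8, 2 for cluster 6, 27 for cluster 7 and 22 for cluster 11. Where edgeR called 0 genes, between 332 and 3310 genes still had an unadjusted p under 0.05, and DESeq2 was not run without a line.

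Named by the rule, Cilp was lower in cluster 1 (-6.17, edgeR adjusted p 0.0409, 0 of 4 lines higher) and cluster 7 (-6.78, 0.00416, 0 of 5), and higher in cluster 8 (2.89, 0.0166, 5 of 5) by the edgeR quasi-likelihood test. Gdf10 was lower in cluster 2 (-5.26, 5 of 5 lines) and Edn3 higher in cluster 3 (2.04, 4 of 4 lines), each the only call of its cluster, and neither call was made in every fit that left out 1 line. Cluster 6 had lower Wnt2 (-4.27) and Timp3 (-3.64) and higher Kcnn3 (1.58) in 5 of 5 lines, and Svep1, the last of its 4 calls and outside the rule, was named after its value was seen (1.13). Apoe (2.13) and Col6a3 (1.82) were the other calls of cluster 8, and Lgals3 (2.27), Prss23 (1.17) and Spon2 (1.02) those of cluster 11. Gm20547 (2.34) in cluster 1 and C2 (-4.64) in cluster 9 overlap each other in the genome, so their reads cannot be assigned with certainty.

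Last, variance between fibroblast clusters was compared across gene families in 754 PdgfrbGFP cells of 7 clusters, following the study's question whether matrix genes vary more than transcription factors. The median share of variance between clusters was 6.19% for 153 extracellular matrix genes and 1.02% for 541 transcription factors, while random lists of equal expression had medians of 2.06% and 1.17%. The matrix genes lay at percentile 100 of the random lists, receptors and signalling genes (188 genes, 1.92%) at 100, cytoskeleton genes (93 genes, 2.06%) at 99.97 and transcription factors at 0. Without cluster 5 the percentile of the cytoskeleton genes fell most, to 87.4, and the matrix genes stayed at 100. Percentiles describe these cells and are no test, and the clusters were made from the same genes.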

Values the study reported

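The study reported 6158 single-cell transcriptomes over its 4 organs. It named 13 genes enriched both in the colon and in the bladder fibroblasts with Tnc and without Cd34.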

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

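The tests on the plates of Pdgfrb and of the ERCC spike-ins, on Cspg4 in the sorted fibroblasts and without cluster 4, and on Acta2 in its line were chosen after the results were seen. In 5 of 34 groups of 4 or 5 lines 1 line lay further from the others than Dixon's 95% critical value allows, which chance gives in about 1 in 20 groups. Lines differ in reporter and sort and only in part in plates, and Acta2GFP also differs in its digestion with elastase. No biological explanation for a line was tested.

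Pdgfrb in cluster 10 lay far from the other lines in Acta2GFP, with a log2 difference of 0.72 from the fibroblast clusters against 1.31 to 1.4 in the others. All Acta2GFP cells came from bladder_515s. PdgfrbGFP cells on that plate gave 0.92, below the PdgfrbGFP cells on bladder_074s (1.57) and bladder_881s (1.69). Cspg4dsRED cells on another plate, bladder_352s, gave 0.83, and those on bladder_689s and the C57BL6 cells both gave 1.33. A low value was thus not confined to bladder_515s. Plate, sort and digestion of the line cannot be told apart with the 2 lines of that plate.

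Cspg4 differed least in Cspg4dsRED, by 3.42 on the log2 scale against 5.75 to 6.07 in the other lines. Its fibroblast-cluster cells carried 48.1 normalised Cspg4 reads on bladder_352s and 81.4 on bladder_689s, while the other combinations of plate and line had at most 2.65, so the lower plate exceeded them 18.1-fold. Much of this came from cluster 4, with 16 cells on bladder_352s. Without it the levels were 14.9 and 77.1 against at most 2.67, 5.61-fold for the lower plate, but without its highest cell bladder_689s fell to 5.56, and cluster 9, the largest there, had 5.78 on bladder_352s. A read was found in 18.9% and 55.6% of thinned cells against at most 8.28%. The 55.6% rests on the 10 fibroblast-cluster cells of the line on bladder_689s, less 1 of cluster 4. No plate background was measured for Cspg4. On bladder_352s 120 of 128 fibroblast-cluster cells shared a row or column with a cluster 10 cell, so a single read there need not mean expression. Without cluster 4 the log2 difference of Cspg4dsRED rose to 4.74 and stayed below the 5.75 to 6.12 of the other lines, which argues against cluster 4 as the whole source. A sort on the reporter that selects fibroblasts with Cspg4 reads may explain the rest. Reads of the reporter itself are not separable from these counts and stay open.

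Acta2 differed most in Cspg4dsRED, by 6.69 against 5.61 to 5.74 in the other lines. The plates of the line differed, with a log2 difference of 7.02 on bladder_352s and 4.82 on bladder_689s. Their reference cells differed as well. On bladder_689s there were 10 fibroblast-cluster cells, among them 1 of cluster 5 and 4 of cluster 8. On bladder_352s, 85 of 128 were of cluster 9. Acta2 stood at 412 normalised reads in cluster 5, 116 in cluster 8 and 25.1 in cluster 9 (means over lines). The gap between these plates thus cannot decide whether the line is the source. Plates of PdgfrbGFP also differed, with 5.43 on bladder_074s, 6.56 on bladder_515s and 4.46 on bladder_881s. The narrow range of the other lines therefore hides a wider spread between plates. The line, the plate and the mix of reference cells stay open, and Acta2 counts in cluster 10 lie near the limit described for abundant genes.

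Cxcl14 in cluster 5 differed least in Cspg4dsRED, by 1.63 against 3.20 to 3.51 in the other lines, from 3 cells. Draws of 3 cluster 5 cells from the other lines lay at or below this value in 1.25% of draws on average (2.47% in C57BL6, 1.26% in PdgfraGFP and 0.03% in PdgfrbGFP), which argues against the low number of cells alone. The plate and the sort stay open.

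The similarity of cluster 10 cells was furthest below that of fibroblasts in C57BL6, with a difference of -0.115 against -0.0428 to -0.0282 in the other lines, again from 3 cells. Draws of 3 cluster 10 cells from the other lines reached this value in 0.123% of draws on average, which argues against the number of cells alone. The C57BL6 cells all lie on 1 plate of their own, so plate and line stay open.

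The ERCC spike-ins entered none of the comparisons. Spike-in reads per endogenous read were 1.63 ± 0.465 times as high in cluster 10 as in the fibroblast clusters (mean ± SD of 4 lines, higher in 4 of 4). Within plate and line the ratio was above 1 in 7 of 7 groups, from 1.17 to 2.26, which argues against the plates as the source. Less RNA per mural cell or a lower yield from these cells may both give such a ratio, and no test here separates them.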

How the results depend on the processing

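Equal cells in both classes, sums scaled to put the median gene at 0, cell pairs on the same plate and centring within plates were chosen after the results were seen. The cause of a change below was not tested unless it is named.

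For cluster 10 the 997 genes became 2987 with DESeq2 (835 higher, 2152 lower, 971 of the 997 among them), 2445 with sums per plate and line (523 and 1922), 518 with equal cells in both classes (251 and 267, from fewer cells) and 249 under the count and ratio criteria without a test, whose count part 626 genes met. Leaving out each line gave 448 to 891 genes, with 557 without Acta2GFP, 448 without Cspg4dsRED and 513 without PdgfrbGFP. The other alternatives stayed within 1.5-fold, with 778 to 1477 genes, among them 778 with the median gene at 0 (537 and 241) and 1474 without the block on the line. Groups rebuilt by k-means on part of the genes gave 403 genes on the other part, against 470 with the deposited clusters, 304 of them shared. The rebuilt groups had 3 usable lines and 7706 tested genes, the deposited clusters 4 lines and 8082, so the 2 counts differ by more than the groups.

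For cluster 5 the 123 genes became 1402 with DESeq2 (311 higher, 1091 lower), 199 without a filter on low counts, 207 with at least 10 cells per line and class, 492 with sums per plate and line, 304 with limma (178 higher, 126 lower), 317 with thinned cells, 21 with equal cells (13 higher, 8 lower) and 340 without the block on the line. Leaving out each line gave 87 to 207 genes, with 207 without Cspg4dsRED. Between 98 and 151 genes passed with median-of-ratios factors, with the median gene at 0 (105 higher, 43 lower), without cluster 4, without the fold threshold or under the criteria without a test. No k-means group had a majority of cluster 5 cells, so rebuilt groups gave no value.

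DESeq2 called 553 genes (534 lower) for cluster 1, 2179 (2082 lower) for cluster 2, 196 (153 lower) for cluster 3, 472 (457 lower) for cluster 6, 807 (613 lower) for cluster 7, 785 (633 lower) for cluster 8 and 36 (33 lower) for cluster 11, with 87 for cluster 4 and 4 for cluster 9. Without the block on the line edgeR called 332 genes for cluster 2 and 0 for clusters 1, 4, 6, 8, 9 and 11, where 744, 2173, 702, 753, 324 and 915 genes had an unadjusted p under 0.05. With at least 10 cells per line and class it called 9 genes for cluster 2 and 0 for cluster 6 (1110 at an unadjusted p under 0.05). Leaving out each line gave 3 to 11 genes for cluster 1, 0 to 4 for cluster 2, 0 for cluster 3, 1 to 8 for cluster 6, 21 to 61 for cluster 7, 0 to 3 for cluster 8 and 0 to 22 for cluster 11. The lines and values that moved a count are named in the report.

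The similarity of cluster 10 cells relative to fibroblasts reversed to 0.134 over the 1000 most variable genes, a choice that favours genes that vary among fibroblasts. It was -0.0727 to -0.0550 with cells not thinned, pairs in the same cluster or pairs on the same plate. Leaving out each line gave -0.0649 to -0.0360. The percentile of transcription factors was 2.10 with thinned cells, 3.72 above a mean CPM of 10, 0.4 without cluster 5 and 0.11 with centring within plates, and that of cytoskeleton genes 99.6, 100, 87.4 and 96.1. Matrix and receptor genes stayed at 100 in all 4. The share of cluster 10 was 61.5% on bladder_689s for Cspg4dsRED, and 1.1%, 11.5% and 7.63% on bladder_074s, bladder_515s and bladder_881s for PdgfrbGFP.

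Of the 71 fold changes of named genes for clusters 10 and 5, 69 stayed on their side of the threshold with DESeq2, 70 with median-of-ratios factors, 59 with the median gene at 0 and 65 with sums per plate and line, and 55 of 59 with limma. The others passed an adjusted p of 0.05 (2, 1, 1, 4 and 3), except 11 with the median gene at 0 (Heyl and the 10 largest decreases of cluster 10), 2 with sums per plate and line (Kcnj8 and Col24a1) and 1 with limma (Heyl) that no longer did. S100a4 reversed without Cspg4dsRED (-0.20) and without PdgfrbGFP (-0.27), within a range of -0.27 to 1.00 over the lines left out. Leaving out a line cost the call of 8 of 41 genes without Acta2GFP, 14 of 71 without C57BL6, 10 of 71 without Cspg4dsRED, 4 of 30 without PdgfraGFP and 13 of 71 without PdgfrbGFP. Depth limits what the shares of cells can show, since a share with a read rose before thinning in most classes, as for Tnc outside cluster 5 from 7.78% to 24.5%.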

Other observations

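The tests on the wells beyond the adjacent ones and on slopes per well, on the limit of abundant counts, on the other plate of the line of cluster 9, on the other line on the plate of cluster 11, on doublets in cluster 4, on the scaling of the sums and on cells without receptor reads at equal depth were chosen after the results were seen.

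The few mural reads of fibroblast-cluster cells followed the plate layout. Their rank correlation with the number of cluster 10 cells in the same row or column had a mean of 0.444 and was positive in 8 of 8 groups of plate and line, from 0.119 to 0.730 (one-sided permutation p 1e-05, the smallest the permutations can give). Carry-over between neighbouring wells is argued against as the whole source, since with the adjacent wells held fixed the partial correlation with the rest of row and column had a mean of 0.409 and was positive in 8 of 8 groups (unweighted mean 0.345, 95% limits 0.179 to 0.511). A contribution of carry-over cannot be told apart, as reads rose by 0.319 (SE 0.108) on the log2 scale per adjacent cluster 10 cell and by 0.384 (SE 0.0285) per other one, a difference of -0.0652 (95% limits -0.304 to 0.174). Reads assigned to another well that shares an index may explain the pattern, at 0.283 Myh11, 0.706 Mcam, 0.923 Notch3 and 1.49 Rgs5 reads per 1000 reads of the cluster 10 cells in row and column. Tnc reads outside cluster 5 followed the cluster 5 cells in the same way, with a mean correlation of 0.359, positive in 6 of 7 groups (one-sided permutation p 1e-05, again the smallest possible).

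Removal by the authors of reads with the same start may explain why abundant genes stop near their exon length: the highest of the 4 median slopes above 0.5 reads per base was 0.513. Normalised Acta2 in cluster 10 fell with depth in each of 3 lines, with rho -0.741 and r -0.741 in Acta2GFP (12 cells, two-sided permutation p 0.00774 and 0.00691, adjusted over 15 relations 0.0232 and 0.0207), rho -0.681 and r -0.665 in Cspg4dsRED (65 cells) and rho -0.819 and r -0.764 in PdgfrbGFP (45 cells). In the last 2 lines the p was 1e-05, the smallest possible, and 7.5e-05 after adjustment. Without the 2 farthest cells r was -0.612, -0.650 and -0.771. Within plates rho was -0.741 and -0.808 on bladder_515s, -0.637 on bladder_352s and -0.635 on bladder_689s, but -0.223 on bladder_881s (20 cells). Myh11, with fewer reads per base, had rho between -0.045 and 0.121 over the 3 lines. Mcam, with at most 0.197 reads per base in PdgfrbGFP against 0.259 for Myh11, fell there (rho -0.510, adjusted p 0.00176), and Tagln fell in PdgfrbGFP (-0.496, 0.00176) and Cspg4dsRED (-0.306, 0.0333), but these values pool plates of different depth. For PdgfrbGFP on bladder_515s and bladder_881s rho was -0.475 and 0.0496 for Mcam, -0.604 and 0.421 for Tagln and -0.125 and 0.561 for Myh11, and for Cspg4dsRED on bladder_352s and bladder_689s 0.0295 and -0.503, -0.236 and -0.297, and 0.240 and -0.0941. No p was computed within plates. Whether the limit is the only reason stays open, as do RNA content and other effects of depth or plate.

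Most cells of cluster 9 lay on bladder_352s. They made up 66.4% of the 128 Cspg4dsRED fibroblast-cluster cells there and 0 of 10 on bladder_689s, a limit of 30% (two-sided Fisher exact p 3.94e-05 over cells), which argues against the reporter line as the whole source. Cluster 9 cells were deeper than the other fibroblasts of that plate, 175440 against 117490 median reads (ratio 1.49, permutation p 7e-05), so poorer cells are argued against as well. The mouse and the handling of that plate stay open. Cluster 11 held 36.8% of the 117 Acta2GFP and 2.47% of the 162 PdgfrbGFP fibroblast-cluster cells on bladder_515s (Fisher exact p 1.03e-14 over cells), which argues against the plate alone. Its cells had 0.922 times the median genes of the others in that plate and line (permutation p 0.0794), and a contribution of poorer cells cannot be told apart with 43 cells of 1 plate. The sort of Acta2GFP and its digestion with elastase stay open.

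Cluster 4 carried Cspg4 reads beside fibroblast genes (log2 fold change 4.28, SE 1.02, edgeR adjusted p 0.00535). Doublets with a mural cell are argued against, as Myh11 stood at 0.206% of its cluster 10 level, Acta2 at 1.02% and Rgs5 at 0.327%, while Cspg4 stood at 29.6%. These are means of 2 lines that differed several-fold: in Cspg4dsRED (17 cells) the values were 0.372%, 1.8%, 0.653% and 49.4%, and in PdgfrbGFP (4 cells) 0.0397%, 0.281%, 0% and 9.80%, with Cspg4 the highest in both. Ngfr, a gene of nerve-associated fibroblasts, was higher in 3 of 3 lines but not called (log2 fold change 2.87, SE 1.57, edgeR adjusted p 0.692). With 23 cells, that identity cannot be told apart from others.

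More genes were called lower than higher in cluster 10. Scaling may contribute, since with the sums scaled to put the median gene at 0 only 31% of the calls were lower, against 64.9% with TMM. That goes past an even division, and median-of-ratios scaling gave 66.2%. Without the block on the line 70.4% were lower and with limma 67.9%, although their median genes lay at -0.17 and -0.25. A median gene near 0 therefore did not by itself remove the excess. With equal cells in both classes, where the median gene also lay at -0.17, 51.5% were lower. Leaving out C57BL6, Acta2GFP or Cspg4dsRED gave 52.4%, 53.0% and 54.7% without equal numbers (63.5% without PdgfrbGFP). An effect of cell number thus cannot be told apart from that of single lines.

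In 41 cells neither Pdgfra nor Pdgfrb was read. Their median depth was 83850 reads against 216690 in the other cells, and in 4 of 4 groups of plate, line and class it was lower, at 0.447 to 0.787 times the others, so low depth may contribute. Depth does not account for where they lie: 27 were on bladder_352s and 13 on bladder_689s, 19 in cluster 10. Among fibroblast-cluster cells thinned to equal depth, 43 of 282 on these 2 plates (15.2%) and 5 of 1066 on the others (0.469%) had no read of either gene (two-sided Fisher exact p 2.61e-25 over cells), which argues against shallow cells as the source of that pattern. Plate, sort and line stay open.

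The grouping itself was tested by other splits of the sums. With the line as block the real split was the only 1 of 8 with as many genes for cluster 10 and likewise 1 of 8 for cluster 5, too few splits to exclude chance. Without the block it was 1 of 35 for each. As the clusters had been made from the same values, the real split was bound to call the most genes, so chance cannot be excluded in this way.

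Marker lists for other cells gave few hits. At least 10 thinned reads of at least 2 markers were found in 1 cell for the 4 endothelial markers, 1 cell for the 4 immune markers and 0 cells for the 6 urothelial markers. The 9 genes of the dissociation response passed in 1404 cells, 122 of them in cluster 10. At least 5 mural markers passed in 122 cluster 10 cells and 0 fibroblast-cluster cells, and at least 5 fibroblast markers in 1335 fibroblast-cluster cells and 15 cluster 10 cells.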
